# Unbiased high-throughput characterization of mussel transcriptomic responses to sublethal concentrations of the biotoxin okadaic acid

**DOI:** 10.7717/peerj.1429

**Published:** 2015-11-19

**Authors:** Victoria Suarez-Ulloa, Juan Fernandez-Tajes, Vanessa Aguiar-Pulido, M. Veronica Prego-Faraldo, Fernanda Florez-Barros, Alexia Sexto-Iglesias, Josefina Mendez, Jose M. Eirin-Lopez

**Keywords:** Okadaic acid, Marine pollution, Transcriptomics, Diarrhetic shellfish poisoning, Biomonitoring, Harmful algal blooms, Microarray

## Abstract

**Background.** Harmful Algal Blooms (HABs) responsible for Diarrhetic Shellfish Poisoning (DSP) represent a major threat for human consumers of shellfish. The biotoxin Okadaic Acid (OA), a well-known phosphatase inhibitor and tumor promoter, is the primary cause of acute DSP intoxications. Although several studies have described the molecular effects of high OA concentrations on sentinel organisms (e.g., bivalve molluscs), the effect of prolonged exposures to low (sublethal) OA concentrations is still unknown. In order to fill this gap, this work combines Next-Generation sequencing and custom-made microarray technologies to develop an unbiased characterization of the transcriptomic response of mussels during early stages of a DSP bloom.

**Methods.** Mussel specimens were exposed to a HAB episode simulating an early stage DSP bloom (200 cells/L of the dinoflagellate *Prorocentrum lima* for 24 h). The unbiased characterization of the transcriptomic responses triggered by OA was carried out using two complementary methods of cDNA library preparation: normalized and Suppression Subtractive Hybridization (SSH). Libraries were sequenced and read datasets were mapped to Gene Ontology and KEGG databases. A custom-made oligonucleotide microarray was developed based on these data, completing the expression analysis of digestive gland and gill tissues.

**Results.** Our findings show that exposure to sublethal concentrations of OA is enough to induce gene expression modifications in the mussel *Mytilus*. Transcriptomic analyses revealed an increase in proteasomal activity, molecular transport, cell cycle regulation, energy production and immune activity in mussels. Oppositely, a number of transcripts hypothesized to be responsive to OA (notably the Serine/Threonine phosphatases PP1 and PP2A) failed to show substantial modifications. Both digestive gland and gill tissues responded similarly to OA, although expression modifications were more dramatic in the former, supporting the choice of this tissue for future biomonitoring studies.

**Discussion.** Exposure to OA concentrations within legal limits for safe consumption of shellfish is enough to disrupt important cellular processes in mussels, eliciting sharp transcriptional changes as a result. By combining the study of cDNA libraries and a custom-made OA-specific microarray, our work provides a comprehensive characterization of the OA-specific transcriptome, improving the accuracy of the analysis of expresion profiles compared to single-replicated RNA-seq methods. The combination of our data with related studies helps understanding the molecular mechanisms underlying molecular responses to DSP episodes in marine organisms, providing useful information to develop a new generation of tools for the monitoring of OA pollution.

## Introduction

Harmful Algal Blooms (HABs) constitute an environmental phenomenon encompassing critical relevance due to their increasing frequency and impact in coastal areas (Anderson, 2009). Diarrhetic Shellfish Poisoning (DSP) blooms represent a major threat in widespread geographic areas comprising the Atlantic coast of Europe, Chile and Japan (Reguera et al., 2014), where natural outbreaks of toxic *Dinophysis* and *Prorocentrum* microalgae produce large amounts of DinophysisToXins (DTXs) and Okadaic Acid (OA) biotoxins (Sellner, Doucette & Kirkpatrick, 2003). OA is the primary cause of acute DSP intoxication of human consumers of shellfish, causing strong economic losses for the aquaculture industry. This biotoxin constitutes a well-known phosphatase inhibitor encompassing tumorigenic and apoptotic effects, even at low concentrations (Prego-Faraldo et al., 2015). Indeed, OA is capable of inducing genotoxic and cytotoxic damage, representing a hazard under chronic exposure conditions (Prego-Faraldo et al., 2013; Valdiglesias et al., 2013).

Given the noted risks of OA for human health and marine ecosystems, DSP events represent one of the most important threats for the shellfish aquaculture industry. Consequently, important efforts have been dedicated to develop rapid and sensible DSP biomonitoring methods, most notably using bivalve molluscs (e.g., mussels, oysters, clams, etc.) as sentinel organisms (Manfrin et al., 2010; Fernandez-Tajes et al., 2011; McNabb et al., 2012; Romero-Geraldo, Garcia-Lagunas & Hernandez-Saavedra, 2014; Huang et al., 2015). The choice of these organisms is supported by their wide distribution, sessile and filter-feeding lifestyles as well as their ability to accumulate high amounts of biotoxins, while displaying a particularly strong resilience to their harmful effects (Svensson, Sarngren & Forlin, 2003; Prado-Alvarez et al., 2012; Prado-Alvarez et al., 2013). During the last decade, the increasing availability of genomic resources in bivalves has improved classical biomonitoring approaches (e.g., quantification of biotoxin content in mollusc tissues), notably by developing molecular high-throughput studies evaluating omic (transcriptomic and proteomic) responses to HAB stress and their potential biomarker application (Manfrin et al., 2010; Suarez-Ulloa et al., 2013a; Gerdol et al., 2014; Huang et al., 2015). Nonetheless, while this approach has proven to be a promising venue for pollution biomonitoring (Campos et al., 2012; Suarez-Ulloa et al., 2013b), additional efforts are still required to clarify the cause–effect relationships between environmental stressors and changes in gene expression patterns. In doing so, it will be possible to transform the extraordinary amount of molecular data resulting from omic experiments into a practical tool for marine pollution biomonitoring.

Mussels start accumulating OA in their tissues during early stages of DSP blooms, however, their commercialization is still allowed by the applicable legislation as long as the concentration of this biotoxin does not exceed the legal threshold of 160 µg OA equivalents/kg shellfish meat (European Union legislation). Nonetheless, it has been demonstrated that exposure to low OA concentrations for short periods of time is enough to produce genotoxic and cytotoxic effects *in vitro* (Prego-Faraldo et al., 2015). The present work aims to provide a better understanding of the molecular mechanisms underlying the environmental responses of bivalve molluscs to sublethal concentrations of OA. For this purpose, Next-Generation sequencing and custom-made microarray technologies were combined to develop an unbiased characterization of the transcriptomic response of bivalve molluscs (mussels) to OA during early stages of a DSP bloom. These analyses build on previous studies (including our own) focused on specific subsets of genes (i.e., chromatin structure/function (Suarez-Ulloa et al., 2013a); oxidative stress, cell cycle regulation and immune response (Romero-Geraldo, Garcia-Lagunas & Hernandez-Saavedra, 2014; Romero-Geraldo & Hernandez-Saavedra, 2014)), as well as on the application of microarray technology to study the OA-specific transcriptome (Manfrin et al., 2010). Our results expand the scope, dimension and methodological approaches of these studies, improving the description of the cellular processes involved in the mussel response to OA toxicity. In doing so, this study generates omic information useful for identifying molecular signatures of marine pollution during DSP blooms. Contrary to quantitative analytical methods (i.e., LC-MS), this approach selectively identifies stressors of very different nature, assessing the magnitude of the toxic effects for organisms and communities. In addition, it provides further insights into the molecular strategies underlying the extraordinary resilience of bivalve molluscs to environmental stress.

## Methods

### Specimen collection and experimental simulation of DSP HABs

Mussel specimens (*Mytilus galloprovincialis* (Lam.)) were collected in Valcobo beach, Galicia, NW Spain (43°19′02.71″N 8°21′56.35″W) in an area free of OA pollution during the resting period of the reproductive cycle (Banni et al., 2011). Sampled individuals (adults between 10 and 15 cm) were randomly divided into two experimental groups; exposed (exposed group) and non-exposed (control group) to the OA-producing dinoflagellate *Prorocentrum lima.* Both groups were kept in aerated seawater tanks and fed continuously with a suspension of the microalgae *Tetraselmis suecica* and *Isochrysis galbana*. After acclimation (one week), the exposed group was fed with 200 cells/L of a *Prorocentrum lima* culture (exponential phase) for 24 h. Specimens were dissected immediately after exposure, collecting samples from digestive gland and gill tissues. Each experimental sample consisted of tissue obtained from 5 individuals per group, dissected and pooled for RNA extraction.

### RNA extraction and construction of cDNA libraries

The OA content in exposed and control samples was quantified using high-resolution mass spectrometry (Domenech et al., 2014). Total RNA was extracted from digestive gland and gill tissues using TRIzol^®^ (Thermo Scientific, Waltham, Massachusetts, USA) following the manufacturer’s instructions. RNA concentration and quality check was measured using a NanoDrop spectrophotometer (Thermo Scientific, Waltham, Massachusetts, USA) and a Bioanalyzer (Agilent Technologies, Santa Clara, California, USA). cDNA library construction and pyrosequencing were performed using digestive gland samples, based on the larger absorption and accumulation of OA in this tissue. cDNA libraries were obtained from digestive gland tissue using the SMARTer™ PCR cDNA synthesis kit (Clontech, Mountain View, California, USA) and purified with GeneJET™ PCR Purification Kit (Thermo Scientific, Waltham, Massachusetts, USA) according to the manufacturer’s instructions.

The construction of normalized cDNA libraries (norm), for both exposed (mgt) and control (mgc) samples was carried out using the Trimer cDNA Normalization Kit (Evrogen, Moscow, Russia) following manufacturer’s protocol. This method enhances the detection of rare (lower concentration) transcripts by decreasing the prevalence of highly abundant transcripts (Bogdanova et al., 2011). The Suppression Subtractive Hybridization (SSH) libraries were constructed using the PCR-Select™ cDNA subtraction kit (Clontech, Mountain View, California, USA), following manufacturer’s instructions. Accordingly, two types of SSH libraries were produced: forward (fwd) and reverse (rev), representing upregulated and downregulated transcripts, respectively. This method was used to optimize the isolation of differentially expressed transcripts by removing commonly abundant cDNAs (Diatchenko et al., 1996).

### Library sequencing and characterization

Normalized (exposed and control) and SSH (forward and reverse) libraries were sequenced by means of Roche-454 FLX + Titanium pyrosequencing (Roche Diagnostics, Indianapolis, Indiana, USA), with a sequencing depth of 40×. The obtained read datasets were preprocessed, assembled *de novo* and mapped to Gene Ontology (GO) and KEGG databases (Kanehisa, 2002). Additionally, low quality reads were discarded, and adaptors and low quality ends were trimmed before *de novo* assembly using MIRA v.3.9.16 (Chevreux, Wetter & Suhai Suhai, 1999). Both normalized and SSH read datasets are available at NCBI’s Bioproject database under the accession number PRJNA167773.

The generated contigs were annotated using BLAST (blastx) against the non-redundant protein sequence database (nr), setting a threshold e-value of 1e^−6^ (Altschul et al., 1997). Contigs were subsequently annotated with GO terms using the Blast2GO suite (Conesa et al., 2005; Gotz et al., 2008), including those terms obtained from InterPro and Annex analyses (Apweiler et al., 2001; Myhre et al., 2006).

### Custom-made microarray construction and differential expression analysis

The sequencing and assembly of normalized and SSH libraries allowed to design specific probes targeting many of the transcripts identified. Accordingly, an Agilent oligonucleotide microarray encompassing 51,300 probes was constructed using the eArray™ design tool (Agilent Technologies, Santa Clara, California, USA) following a two-color Microarray-Based Gene Expression Analysis v.6.5 Agilent-specific protocol with dye swap. Two biological replicates per tissue sample were analyzed in microarray experiments. Expression analyses were conducted using the R package limma from the Bioconductor repository (Ritchie et al., 2015). Results are organized based on the magnitude of the observed change in expression or Fold Change in a logarithmic scale (logFC) and the statistical significance of the observed change in expression represented by an adjusted *p*-value or False Discovery Rate by the Benjamini–Hochberg procedure (FDR). Probes showing an FDR < 0.05 were considered as differentially expressed. The correlation between logFC values of differentially expressed transcripts commonly observed in both digestive gland and gill tissues was analyzed using a linear regression based on Pearson’s coefficient of determination. The GO terms for the most representative biological processes in both upregulated and downregulated groups of transcripts were determined using topGO with statistical significance (*p*-values) calculated according to the weight algorithm (Alexa & Rahnenfuhrer, 2010). Lastly, contigs were also mapped to the KEGG database for pathway analysis (Kanehisa, 2002).

## Results and Discussion

### Characterization of OA-specific cDNA libraries in the mussel *Mytilus*

The analysis of OA in pooled digestive gland tissue of exposed individuals revealed a concentration of 18.27 ng of OA per gram of fresh tissue in exposed individuals (OA content in controls individuals is below detection limit), an order of magnitude below the legal OA limit established for safe consumption of shellfish in the European Union (Reguera et al., 2014). This result reinforces the focus of the present study on early stages of DSP HAB episodes, at a moment when mussels start accumulating OA in their tissues but their commercialization is still allowed by law. The construction of normalized (norm) cDNA libraries yielded 919,177 good quality reads, 514,276 for the exposed group (mgt) and 404,901 for the control group (mgc). After assembly, a total of 24,624 and 16,395 consensus sequences (contigs) were obtained, respectively. Complementary, the SSH libraries produced a set of 1,221,928 good quality reads (SSH) with 469,795 corresponding to the forward (fwd) library and 752,133 to the reverse (rev) library. Once assembled, a total of 21,591 contigs and 33,437 contigs were obtained, respectively. Overall, blastx searches against the nr database resulted in the identification of 17,952 contigs from normalized libraries and 25,001 contigs from SSH libraries (see details in Table 1).

**Table 1:** Reads and annotated contigs obtained from the cDNA libraries constructed.

	Normalized libraries		SSH libraries	
	Exposed	Control	Forward	Reverse
Reads	514,276	404,901	469,795	752,133
Contigs	24,624	16,395	21,591	33,437
Annotated contigs	10,617 (43%)	7,335 (45%)	6,448 (30%)	18,553 (55%)

Given the high level of redundancy among *de novo* assembled libraries (Fig. 1), contigs were combined into unigenes according to their annotation and were considered equivalent to the annotated transcripts (unigenes are therefore considered a set of uniquely identified transcripts). The normalized and SSH libraries constructed expand and complement partial sequence data previously released by our group in the Chromevaloa database (Suarez-Ulloa et al., 2013a). By combining both sets of sequences, the present work was able to produce a microarray tool increasing the coverage of OA-specific transcriptome in the mussel *Mytilus*, improving the unbiased analysis of the differences in gene expression.

**Figure 1:**
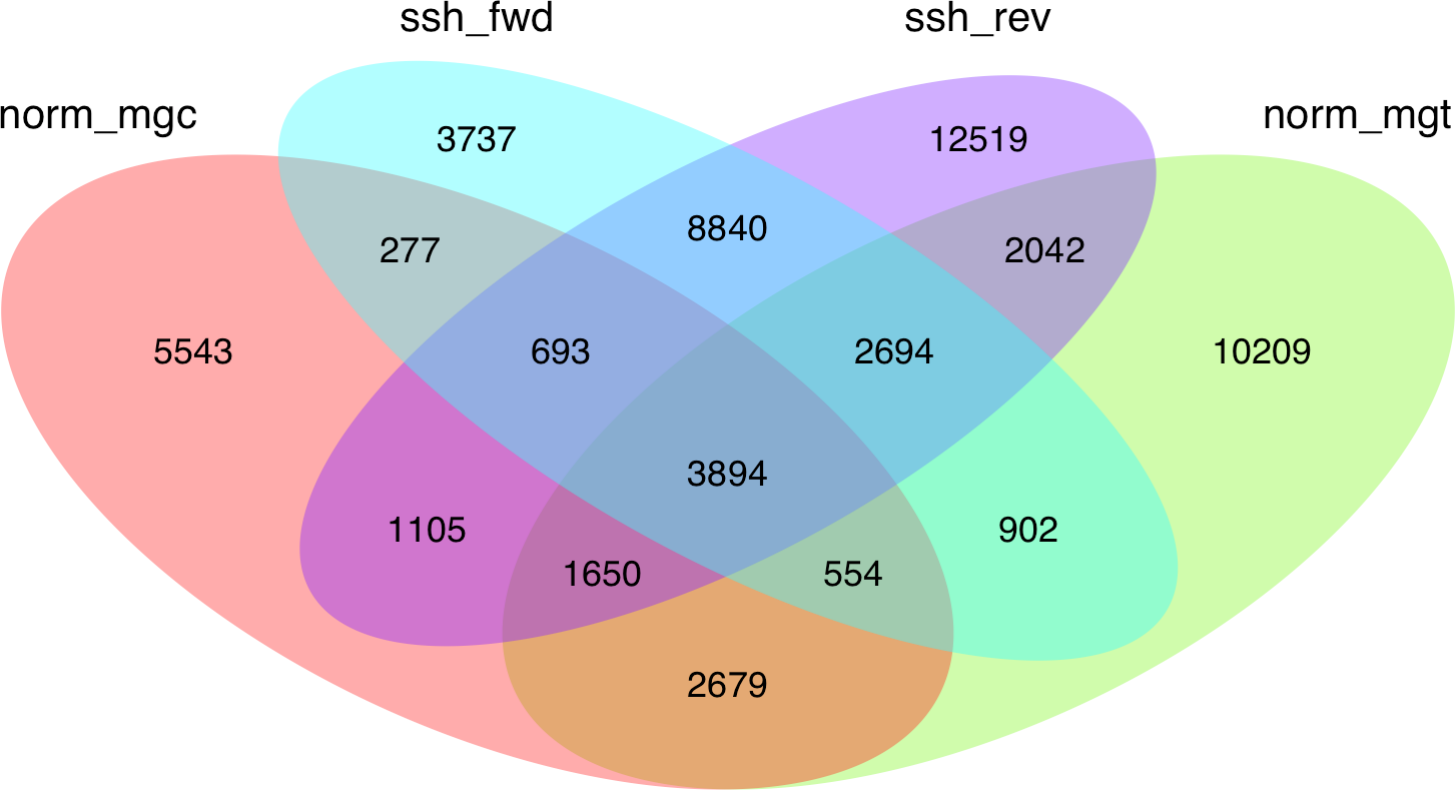
Venn diagram showing the extent of redundancy between the different libraries constructed in the present work: norm_ mgc, normalized control library; norm_mgt, normalized exposed library; ssh_fwd, SSH forward library; ssh_rev, SSH reverse library.

### Microarray-based analysis of transcriptomic responses to OA

The present work expanded previous analysis of the mussel’s response to OA exposure using an omic approach using an oligonucleotide microarray designed from the sequences identified in pyrosequencing libraries. Accordingly, a medium-high coverage Agilent microarray (51,300 probes) was designed and developed using the sequences (contigs) obtained from the cDNA libraries constructed in this work. 

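The microarray data comprised 8 hybridizations, 4 of digestive gland RNA and 4 of gill RNA, from mussels exposed for 24 h to Prorocentrum lima, an OA-producing dinoflagellate, and from control mussels. The paper gives the dose as 200 cells/L, whereas the sample records give 200 cells/ml. On each 2-colour array, RNA from a pool of 5 exposed mussels and RNA from a pool of 5 control mussels were labelled with Cy3 and Cy5 and hybridized together, so that every spot gives a ratio of exposed to control. Each hybridization was repeated with the dyes exchanged (dye swap). An array and its swap hold the same 2 RNA extracts and were therefore counted as 1 biological replicate, which leaves n = 2 per tissue. In the records of 1 digestive gland array the dye is named Cy6, and it was read as Cy5. Each array held 62976 spots, of which 61657 were not controls and belonged to 51300 probes. Of these probes 41400 were spotted once and 9850 were spotted 2 times. The contig names (cDNA_MGT, cDNA_MGC and mgt200.forw) were read by the paper's codes for its libraries. On that reading 19188 probes target the normalized library of exposed mussels, 17037 that of control mussels and 15070 the SSH forward library. These names do not state normalization, and the number for control mussels exceeds the contigs that the paper lists for that library. The assignment is thus an inference. Between 51.7% and 57.4% of the spots on the digestive gland arrays were well above background in both channels (median 53.7%), against 37.0% to 39.6% on the gill arrays (median 38.4%). No spot was saturated. All arrays lay on 1 slide with 1 scan, the digestive gland arrays in one row of positions and the gill arrays in the other, so that position and tissue cannot be told apart. The authors deposited the scanner intensities of each array and a table of log2 ratios of red over green. The intensities were used here: the median signal of each spot was background-corrected with normexp and an offset of 50, and the log ratios were normalized with loess within each array. Spots marked as outliers by the scanner software were left out, the spots of a probe were averaged, ratios were turned to exposed over control, and each array was averaged with its swap. The resulting 4 values per probe entered 1 limma model with a mean for each tissue, which has 2 residual degrees of freedom, and probes with a Benjamini-Hochberg adjusted p under 0.05 were taken as differentially expressed. The methods name limma, the dye swap, the number of replicates and this threshold. They leave open the background correction, the normalization and how the swaps entered the model, and each of these can change the number of probes.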

The hybridization of the microarray with RNA samples from exposed and control groups revealed a total number of 14,160 probes (digestive gland) and 6,913 probes (gill) differentially expressed (Fig. 2). 

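In digestive gland 9099 of the 51228 probes tested (17.8%) were differentially expressed, and in gill 15 of 51282. Before adjustment for multiple testing, limma's p was under 0.05 for 15921 probes in digestive gland and 7321 in gill. The change itself differed between the tissues for 4959 probes (limma contrast of digestive gland minus gill, adjusted p under 0.05), and in 4209 of them it was larger in size in digestive gland. Of the 9087 probes differentially expressed in digestive gland alone, 4349 had such a difference, and for the others a difference between the tissues was not detected. The 2 biological replicates of digestive gland correlated more strongly across probes than those of gill, at 0.912 against 0.485, where probes are not independent replicates. The SD across probes of the exposure effect was 0.483 in digestive gland and 0.225 in gill. The SD of the replicate difference divided by 2 was 0.107 and 0.133. The lower correlation in gill thus goes with smaller changes as well as with a wider spread between replicates. The numbers depended strongly on the processing and on how the arrays were counted. With the same fit of dye-swap averages, gill had 620 differentially expressed probes without background subtraction, 1013 at a normexp offset of 0, 2574 with the scanner software's processed signals and 2783 on the authors' table of log2 ratios. With the 8 arrays entered separately and each dye-swap pair as a block, 14473 probes were differentially expressed in digestive gland and 4088 in gill. Fits with a replicate left out have fewer residual degrees of freedom, so that numbers can fall for that reason alone. They do not show how far a number rests on a single replicate. Gill had 30 probes without its replicate 2 and 0 by limma without its replicate 1 (6135 at an unadjusted p under 0.05), and the change differed between the tissues for 790 to 1589 probes when any replicate was left out.

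**Figure D1:**
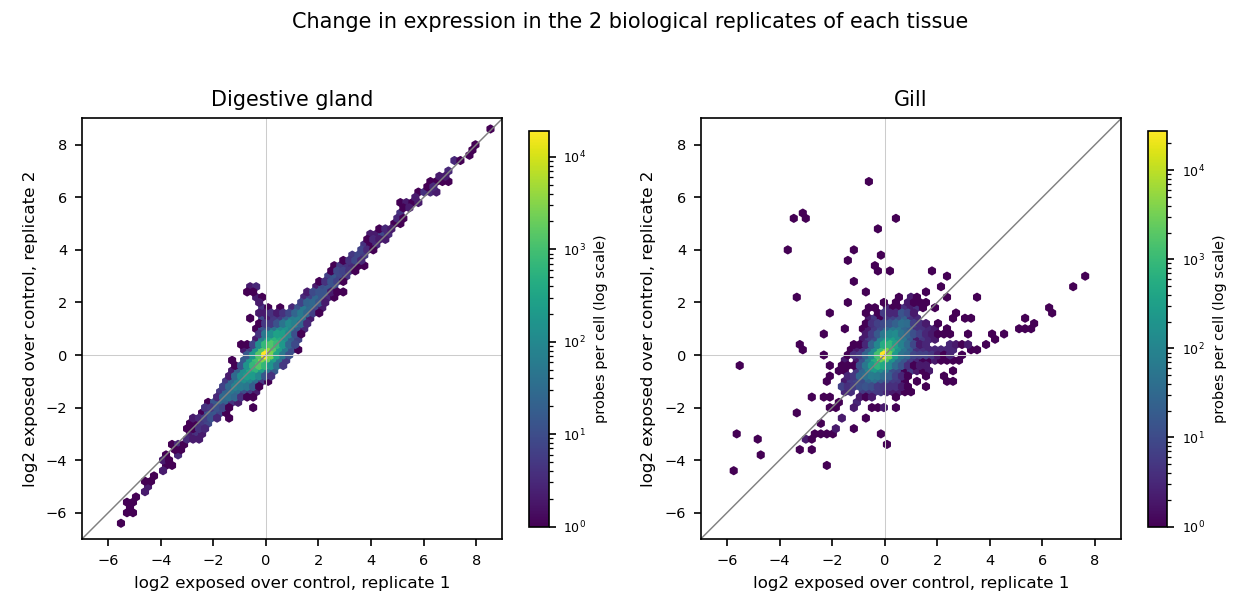
Log2 ratio of exposed over control in biological replicate 1 (horizontal axis) and replicate 2 (vertical axis), in digestive gland and in gill. Each hexagon is coloured by the number of probes in it, on a log scale, and the diagonal marks equal values. The correlation across probes is 0.912 in digestive gland and 0.485 in gill, where the changes are also smaller (SD of the exposure effect 0.483 and 0.225).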

The consistency between expression profiles in digestive gland and gill was assessed performing a linear regression of the logFC values of differentially expressed transcripts common for both tissues (i.e., those showing FDR < 0.05 in both cases), showing a good correlation between both sets of transcripts (Fig. 3). 

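Differential expression in both tissues was found for 12 probes. Their change had the same direction in 11 of them (2 rose and 9 fell in both tissues) and opposite directions in 1. The same direction was thus found in 91.7% of these probes (exact 95% binomial interval 61.5% to 99.8%, which covers counting error only). With more probes shared, the share was lower in the fits that enter arrays separately, at 66.5% of 2147 probes with the dye-swap pair as a block, and it was 84.7% on the authors' table and 94.9% at a normexp offset of 0. Across the 12 probes, R2 of the log2 fold changes was 0.452, with 0.438 in replicate 1 and 0.463 in replicate 2, and the slope of gill on digestive gland was 0.421. Probes are not independent replicates, so no p is given. Over all 51210 probes with values in both tissues, whether differentially expressed or not, R2 was 0.0644. Without gill replicate 2, 30 probes were shared and R2 was 0.560, and leaving out any of the other replicates left 0 shared probes by limma. The paper states that the regression of transcripts past the threshold in both tissues shows a good correlation between the 2 sets.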

The detailed description of the transcripts displaying the highests differences in expression levels in both tissues, along with the maximum observed logFC value in the microarray analysis, is indicated in Supplemental Information 1 and 2.

**Figure 2:**
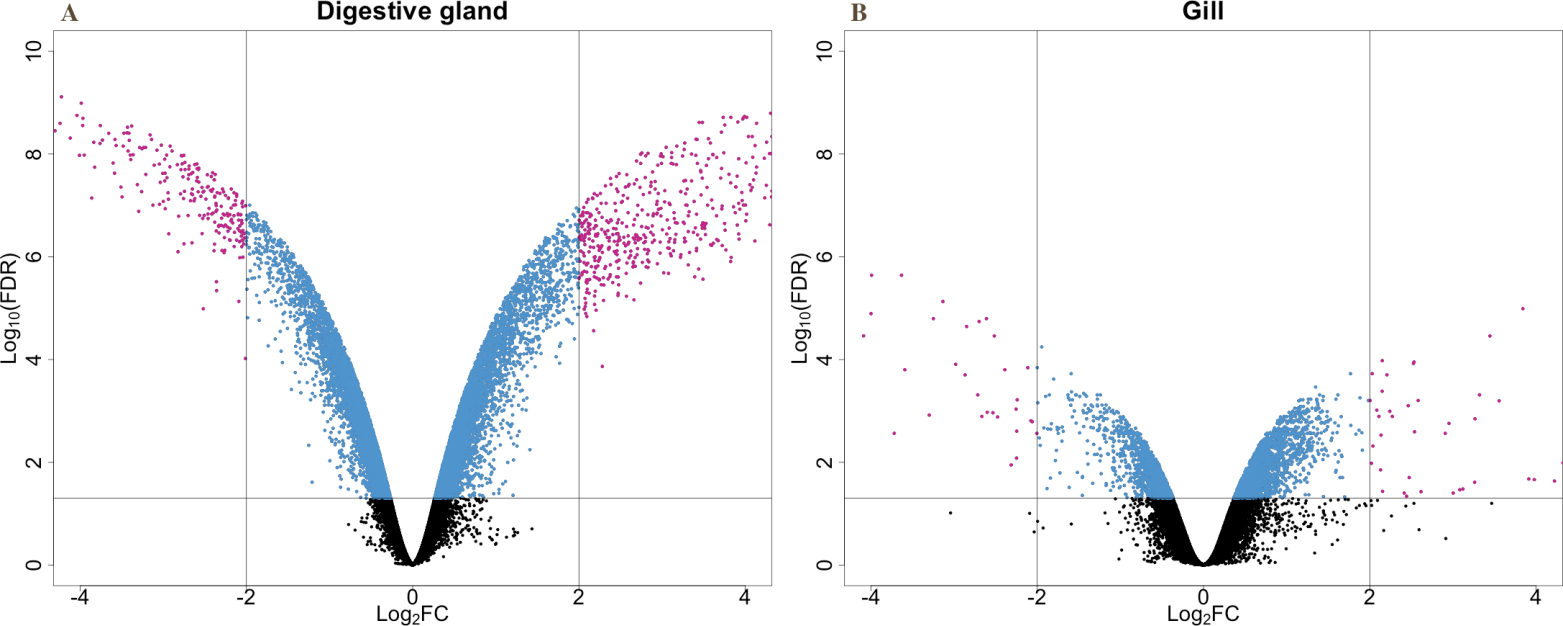
V-plots showing gene expression differences detected through microarray analysis in digestive gland (A) and gill (B) tissues. These differences are represented as net expression change (logFC) with statistical significance (FDR) indicated as a logarithmic scale. Probes highlighted in blue (FDR < 0.05) and purple (FDR < 0.05 and logFC > 2) represent the groups of transcripts displaying largest changes in gene expression between exposed and control treatments.

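In digestive gland 470 differentially expressed probes changed by more than 2 on the log2 scale, that is by more than 4-fold. Of these 342 rose and 128 fell. In gill 6 differentially expressed probes changed by more than 2, of which 1 rose and 5 fell, and a further 41 probes changed as much without passing the adjusted threshold. With normexp at an offset of 0 in place of 50, these numbers were 1258 in digestive gland and 165 in gill.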

**Figure 3:**
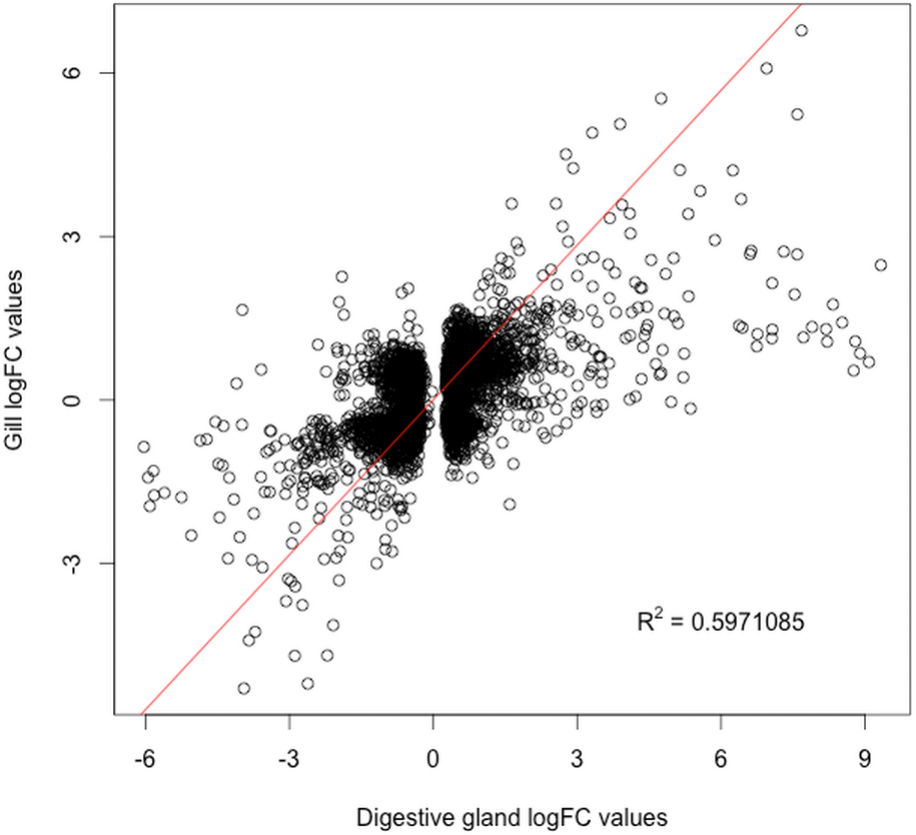
Correlation between paired logFC values calculated for transcripts identified in digestive gland and gill tissues between exposed and control treatments. Overall, a good level of agreement is found for gene expression changes (*R*^2^ ≅ 0.6).

The microarray analysis identified a set of transcripts displaying sharp expression differences between exposed and control treatments Supplemental Information 1 and 2, expanding the list of transcripts potentially involved in the response to OA (Manfrin et al., 2010; Suarez-Ulloa et al., 2013a). This was primarily facilitated by a larger coverage in the transcriptomic assessment, but also by the increase in bivalve genomic information that has been incorporated to molecular databases in recent years (Suarez-Ulloa et al., 2013b; Gerdol et al., 2014). 

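The files do not pair the probes with gene names, so the probes with the largest changes are given by their identifiers, among the differentially expressed probes that were well above background in both channels on the 4 arrays of the tissue. In digestive gland the largest rise was that of CUST_41294_PI427859148, a probe for an SSH forward contig, with a log2 fold change of 8.57 (standard error 0.05, limma adjusted p = 0.00012) and 8.62 and 8.53 in the 2 replicates. It was followed by CUST_30494_PI427859148, a probe for a contig of the normalized exposed library, with 7.64 (standard error 0.13, limma adjusted p = 0.000417). The largest fall was that of CUST_2726_PI427859148, with a log2 fold change of -5.92 (standard error 0.22, limma adjusted p = 0.00131) and -5.49 and -6.36 in the 2 replicates. CUST_3211_PI427859148 came next with -5.62 (standard error 0.17, limma adjusted p = 0.000925), and both probes that fell belong to contigs of the normalized control library. In gill, under the same limit on background, the 2 largest rises were 2.31 and 1.26 on the log2 scale, and the 2 largest falls were -3.46 and -3.11. Their limma adjusted p values lay between 0.0471 and 0.0476, close to the threshold. Outside that limit in gill, CUST_41294_PI427859148 also rose there by 1.30 (limma adjusted p = 0.0471). Under 17 other ways of processing, the 4 digestive gland probes named by this limit stayed past the threshold in all, whereas each of the 4 gill probes within it lost it in 4 to 6.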

Differentially expressed transcripts identified in this study include heat shock 70 kda protein 12b, proteases like cathepsins b and d, polyubiquitin and and proteasomal subunit beta type-4, commonly associated with an accumulation of misfolded or oxidized proteins observed under different types of environmental stress (Gotze et al., 2014). A subset of the identified transcripts showing the highest fold-change classified according to their main functional role is presented in Table 2. Our results corroborate previous analyses describing the responses of *Mytilus galloprovincialis* to OA stress (Manfrin et al., 2010), particularly the strong upregulation of vdg3 and elongation factor 2. In the case of vdg3, this gene is associated with developmental changes during the benthic settlement stage (He et al., 2014) and it has only been identified in bivalves, being particularly abundant in the digestive gland. On the other hand, the elongation factor 2 (EEF-2) is widely ubiquitous across eukaryotic taxa, playing an essential regulatory role in protein synthesis as a housekeeping gene. Although the functional implications of vdg3 and EEF-2 in the context of this study are still unclear, the obtained results support previous reports discouraging the use of EEF-2 as an internal control for qPCR analyses on bivalves without further validation (Du et al., 2013).

**Table 2:** Selected subsets of differentially expressed transcripts identified by microarray analysis representative of the following functional categories: (a) protein repair or degradation, (b) immune response, (c) transport and energy production and (d) cell cycle regulation.

**Protein repair/degradation**	**Immune response**
Heat shock 70 kda protein 12b	Mytimacin-5
Cathepsin d	c1q domain-containing protein 1q3
Cathepsin b	c1q domain-containing protein 1q25
Proteasome subunit beta type-4	Mytimicin precursor
**Transport/energy production**	**Cell cycle regulation**
Nose resistant to fluoxetine protein 6	bcl2 adenovirus e1b 19-kd protein-interacting
Interferon-inducible GTPase 5-like	Apoptosis inhibitor iap
nadh dehydrogenase subunit	jagged 1
Atpase H + transporting lysosomal 21 kda v0 subunit	Oncoprotein-induced transcript 3 protein

Opposite to these findings, a number of transcripts hypothesized to be responsive to OA failed to show substantial expression modifications under the conditions of this study. Notably, the Serine/Threonine phosphatases PP1 and PP2A, specific targets in OA toxicity mechanisms, did not show significant expression changes between treatments. OA is a well known selective inhibitor of the enzymatic activity of PP1 and PP2A phosphatases with critical consequences for the cell’s fate (Shenolikar, 1994). However, our results suggest that the upregulation of the PP1 and PP2A genes is not a relevant strategy versus the antagonist effects of OA. Similarly, Multi-Xenobiotic Resistance proteins (MXRs), good candidates to explain the high tolerance of bivalves versus pollution (Contardo-Jara, Pflugmacher & Wiegand, 2008), failed to show significant changes in expression. It is possible that their attributed role in OA uptake could be supplied by other proteins (e.g., the highly upregulated nose resistant to fluoxetine protein 6, a transport mediator of xenobiotics accross tissues). Indeed, lysosomal uptake has been suggested as a possible explanation for the extraordinary tolerance of mussels to the effects of DSP pollution (Svensson, Sarngren & Forlin, 2003).

In addition to transcripts previoulsy linked to OA responses, our results found an upregulation of an antimicrobial peptide (mytimacin) as well as an antifungal peptide (mytimycin) specific from mussels (Sonthi et al., 2011; Gerdol et al., 2012). Interestingly, mytimacin-5 (partial) was identified as one of the most upregulated transcripts in both gill and digestive gland. This peptide is especially interesting among the mytimacin family due to two additional cysteines in conserved positions predicted to form an extra disulfide bridge with yet unknown functional implications (Gerdol et al., 2012). C1q domain-containing proteins 1q3 and 1q25 showed a strong upregulation in the digestive gland. C1q is involved in the mammalian classical component pathway, playing an important role in innate immunity. Although no clear homologues to the vertebrate C1q complex subunits have been found in invertebrates yet, a massive expansion in the C1q domain-containing protein family has been suggested in bivalves, including *Mytilus* (Gerdol, Venier & Pallavicini, 2015). C1q domain-containing proteins are very versatile and might display a wide range of ligand interactions and functions such as clearance of apoptotic cells through direct binding (Kishore et al., 2004). They have been found upregulated in molluscs challenged with different pathogens (Perrigault, Tanguy & Allam, 2009; Taris et al., 2009). Although their specific function remains unclear, the substantial upregulation found in the present work might be indicative of a relevant role during environmental stress responses.

Altogether, the obtained results provide valuable insights into the molecular effects of OA in the mussel *Mytilus* and will be improved by considering the following: (a) kinetic effects during transcription and its regulation could bias estimations of differential expression (Bai et al., 2015); (b) the strong upregulation observed in endo-beta xylanases and endo-beta glucanases (although coherent with energy production) might be emphasized by the composition of the cell wall from dinoflagellates; (c) the differential regulation of antimicrobial and antifungal peptides might be influenced by the presence of infiltrated hemocytes in digestive gland tissue.

### Expression and function profiles of transcripts differentially expressed in response to OA

The GO term annotation of transcripts differentially expressed in response to OA allowed the analysis of the biological processes in which their enconding genes are involved. A comparison of the functional profile for the two tissues studied is shown in Fig. 4. These profiles are based on the levels of representation for the most general sub-categories in GO stemming from Biological Process (Ashburner et al., 2000). 

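Over all probes, the median size of the log2 ratio of exposed to control was 0.11 ± 0.015 in digestive gland and 0.063 ± 0.0037 in gill (mean ± SD, n = 2 biological replicates each). Both digestive gland replicates (0.096 and 0.12) lay above both gill replicates (0.061 and 0.066). The median size was also larger in digestive gland without background subtraction (0.14 against 0.090), with the scanner software's processed signals (0.42 against 0.27) and on the authors' table (0.21 against 0.16), whereas with normexp at an offset of 0 it was 0.30 in both tissues. The smallest p that an exact permutation test of 2 replicates against 2 allows lies above 0.05, so that no p is given. Changes beyond 1 on the log2 scale were found for 3.35% and 4.38% of the probes in the digestive gland replicates and for 0.733% and 1.23% in the gill replicates.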

Although absolute differences in magnitude are evident between digestive gland and gill (Fig. 2), no major functional differences were found when comparing the profiles for both tissues (Figs. 3 and 4). Nonetheless, such comparison might be hampered by sample size differences (e.g., subtle tissue-specific differences could remain undetected) and the fact that the microarray could lack gill-specific transcripts. Indeed, recent reports suggest that OA might display tissue-specific effects. Accordingly, different cytotoxic effects of OA specific for different human cell types had been demonstrated *in vitro* (Rubiolo et al., 2011). Furthermore, it has been reported that mussel gills display higher sensitivity to OA than hemocytes after one hour exposure (Prego-Faraldo et al., 2015). Tissue specificity is further evidenced by comparisons among enriched GO terms determined for transcripts upregulated and downregulated in digestive gland and gill (Table 3).

**Figure 4:**
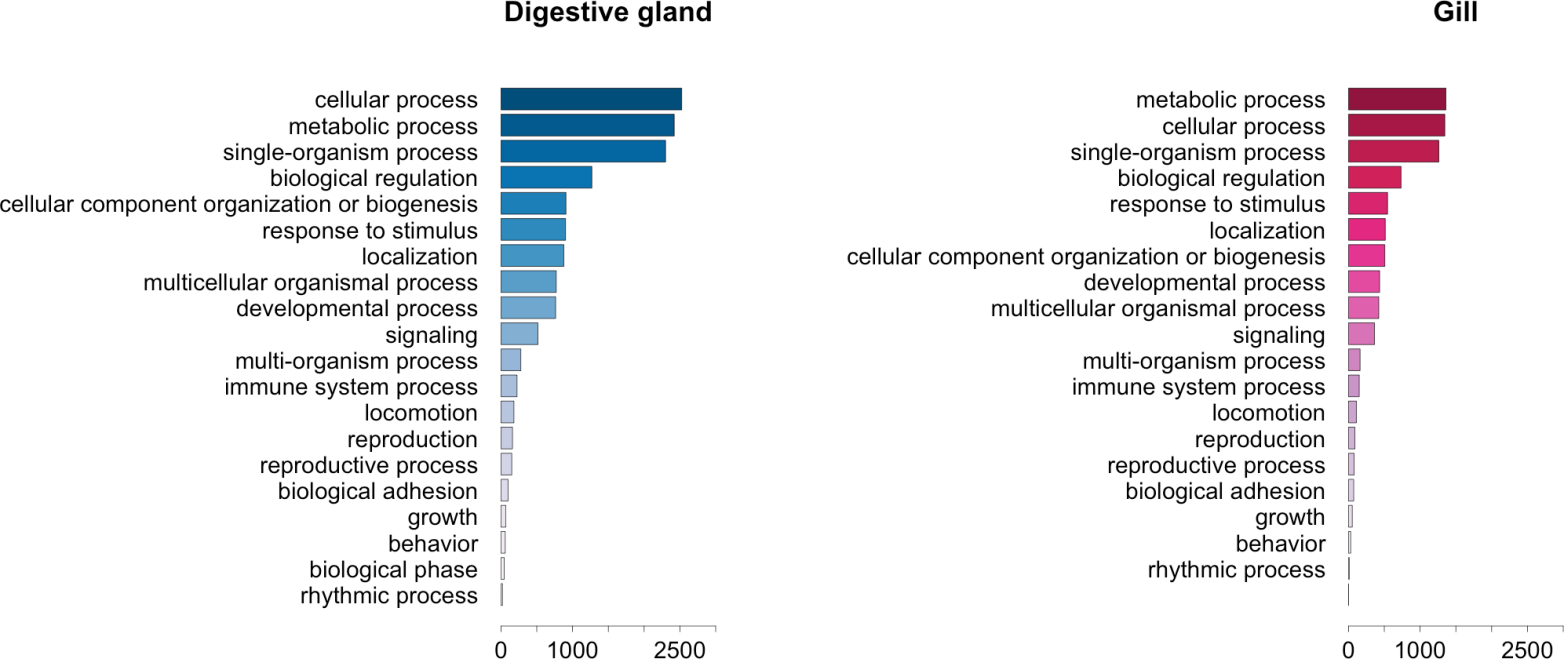
Graphical representation of the GO terms (general sub-categories in Biological Process ontology) most represented in transcripts differentially expressed for each mussel tissue according to the microarray analysis. The length of the bars is proportional to the number of sequences annotated for each specific GO term.

**Table 3:** Enriched GO terms in sets of differentially expressed transcripts in both digestive gland and gill tissues. Data is sorted based on *p*-value in increasing (*p*-values are calculated according to the weight algorithm in TopGO).

GO term description	GO number	Annotated	Expected	*p*-value
**Digestive gland—upregulated**				
Vesicle-mediated transport	GO:0016192	176	60.79	1.00E–09
Maintenance of protein localization in endoplasmic reticulum	GO:0035437	16	5.53	3.80E–08
Cellular response to glucose starvation	GO:0042149	19	6.56	5.70E–08
Cellular modified amino acid metabolic process	GO:0006575	72	24.87	7.40E–08
ER overload response	GO:0006983	15	5.18	1.10E–07
Activation of signaling protein activity involved in unfolded protein response	GO:0006987	15	5.18	1.10E–07
Cerebellum structural organization	GO:0021589	15	5.18	1.10E–07
Regulation of cell migration	GO:0030334	47	16.23	2.40E–06
Negative regulation of cellular response to growth factor stimulus	GO:0090288	23	7.94	2.80E–06
Endosomal transport	GO:0016197	31	10.71	7.00E–06
Pteridine-containing compound metabolic process	GO:0042558	17	5.87	7.00E–06
Secretion by cell	GO:0032940	58	20.03	1.50E–05
Coenzyme metabolic process	GO:0006732	117	40.41	1.70E–05
Regulation of actin filament polymerization	GO:0030833	25	8.63	2.60E–05
Cerebellar Purkinje cell layer development	GO:0021680	18	6.22	2.90E–05
Cellular response to interleukin-4	GO:0071353	27	9.33	3.00E–05
Regulation of protein ubiquitination	GO:0031396	68	23.49	4.40E–05
Negative regulation of protein polymerization	GO:0032272	15	5.18	4.60E–05
Aminoglycan metabolic process	GO:0006022	29	10.02	0.00015
Regulation of lipid metabolic process	GO:0019216	16	5.53	0.00017
**Digestive gland—downregulated**				
DNA metabolic process	GO:0006259	157	102.77	2.60E–09
Ribonucleoprotein complex biogenesis	GO:0022613	130	85.1	4.20E–08
mRNA processing	GO:0006397	70	45.82	1.80E–06
Cilium morphogenesis	GO:0060271	53	34.69	4.10E–06
Transcription from RNA polymerase II promoter	GO:0006366	186	121.76	4.90E–06
Mitochondrial ATP synthesis coupled electron transport	GO:0042775	81	53.02	1.50E–05
Mitotic nuclear division	GO:0007067	82	53.68	2.30E–05
Inorganic cation transmembrane transport	GO:0098662	109	71.35	2.80E–05
Chromosome organization	GO:0051276	167	109.32	7.20E–05
Microtubule-based movement	GO:0007018	97	63.5	8.20E–05
Cilium organization	GO:0044782	42	27.49	0.00018
Positive regulation of ubiquitin-protein transferase activity	GO:0051443	32	20.95	0.00019
Sodium ion transport	GO:0006814	46	30.11	0.00022
Anaphase-promoting complex-dependent proteasomal ubiquitin-dependent protein catabolic process	GO:0031145	31	20.29	0.00028
G1/S transition of mitotic cell cycle	GO:0000082	44	28.8	0.00029
Mitotic S phase	GO:0000084	30	19.64	0.0004
Chromatin remodeling	GO:0006338	39	25.53	0.0005
Regulation of multi-organism process	GO:0043900	43	28.15	0.00058
Cilium or flagellum-dependent cell motility	GO:0001539	17	11.13	0.00073
Histone acetylation	GO:0016573	33	21.6	0.00078
**Gill—upregulated**				
Biological process	GO:0008150	926	516.95	1.60E–06
Positive regulation of cell growth	GO:0030307	12	6.7	0.00087
Carbohydrate metabolic process	GO:0005975	39	21.77	0.00149
Cellular catabolic process	GO:0044248	30	16.75	0.04401
Protein folding	GO:0006457	23	12.84	0.05753
Protein polyubiquitination	GO:0000209	17	9.49	0.06629
Lipid metabolic process	GO:0006629	24	13.4	0.09686
Intracellular transport	GO:0046907	18	10.05	0.11899
Nucleobase-containing compound catabolic process	GO:0034655	12	6.7	0.14577
Proteolysis	GO:0006508	22	12.28	0.16789
Single-organism developmental process	GO:0044767	94	52.48	0.19993
Cellular macromolecular complex assembly	GO:0034622	11	6.14	0.20518
Protein complex subunit organization	GO:0071822	11	6.14	0.20518
Generation of neurons	GO:0048699	16	8.93	0.21463
Vesicle-mediated transport	GO:0016192	21	11.72	0.21627
Response to oxygen-containing compound	GO:1901700	10	5.58	0.28271
Protein complex assembly	GO:0006461	10	5.58	0.31076
Cell cycle	GO:0007049	17	9.49	0.31266
Response to external stimulus	GO:0009605	17	9.49	0.31266
Positive regulation of transcription, DNA-templated	GO:0045893	12	6.7	0.32401
**Gill—downregulated**				
Microtubule-based process	GO:0007017	25	7.31	1.40E–07
Energy derivation by oxidation of organic compounds	GO:0015980	10	2.92	0.0012
Heterocycle biosynthetic process	GO:0018130	35	10.23	0.0041
Aromatic compound biosynthetic process	GO:0019438	35	10.23	0.0041
Cellular nitrogen compound biosynthetic process	GO:0044271	37	10.82	0.0086
Organic cyclic compound biosynthetic process	GO:1901362	38	11.11	0.0121
Biological process	GO:0008150	926	270.74	0.0161
Regulation of signal transduction	GO:0009966	18	5.26	0.0165
Cellular protein modification process	GO:0006464	57	16.67	0.0537
Nucleotide metabolic process	GO:0009117	11	3.22	0.0687
Response to organic substance	GO:0010033	26	7.6	0.1048
Single-organism transport	GO:0044765	66	19.3	0.1202
Cell morphogenesis involved in differentiation	GO:0000904	10	2.92	0.1363
Regulation of multicellular organismal process	GO:0051239	10	2.92	0.1363
Purine-containing compound metabolic process	GO:0072521	10	2.92	0.1363
Single-organism biosynthetic process	GO:0044711	19	5.56	0.1603
Cell surface receptor signaling pathway	GO:0007166	31	9.06	0.1635
Regulation of biological quality	GO:0065008	17	4.97	0.202
Anatomical structure morphogenesis	GO:0009653	33	9.65	0.2438
Protein modification by small protein conjugation	GO:0032446	28	8.19	0.2836

GO terms related with transcription regulation and cell cycle are enriched in the set of transcripts downregulated in the digestive gland (e.g., transcription from RNA polymerase II promoter, histone acetylation, mitotic nuclear division, mitotic S phase). On the contrary, these terms are mostly represented in the upregulated set of transcripts in the gill (e.g., positive regulation of cell growth, cell cycle, positive regulation of transcription, DNA-templated). Although this might suggest a higher degree of stress in digestive gland, both tissues consistently show enrichment in GO terms connected to DNA repair and degradation of damaged proteins. Therefore, while the mechanisms involved in OA toxicity could be consistent across these tissues, different responses could be elicited depending on the level of the accumulation. Further research will be required to clarify the extent in which the effects of OA are determined by the nature of the tissue, the time/dose or a combination of both.

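Of the 9099 differentially expressed probes in digestive gland, 4656 rose and 4443 fell, so that 51.2% rose (exact 95% binomial interval 50.1% to 52.2%). All of them moved the same way in both replicates. In gill 5 rose and 10 fell, so that 33.3% rose (interval 11.8% to 61.6%), and no direction prevailed beyond counting error. Probes with large changes in digestive gland mostly rose, with 342 of 470. Of these large changes, 293 rises and 5 falls were of SSH forward probes, a library that the paper describes as representing upregulated transcripts. In the normalized exposed library 47 rose and 23 fell, and in the normalized control library 2 rose and 100 fell. The array held 15070 SSH forward probes and 2 named for the SSH reverse library. The excess of rises thus depends on the mix of libraries on the array. The small excess of rising probes in digestive gland did not hold among bright probes. When the test was limited to the 17090 probes well above background in both channels on all 8 arrays, 39.6% of the differentially expressed probes rose, and when it was limited to as many probes of the highest mean intensity, 47.4% rose. In gill the same 2 limits gave 1186 and 1050 differentially expressed probes, of which 60.8% and 62.3% rose. Median centring in place of loess gave 64.3% in digestive gland and 0% in gill, where 8 probes were then differentially expressed. The share in gill lay above 50% under 13 of 16 other ways of processing. These intervals treat probes as independent, which they are not.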

Our results show an overall larger number of upregulated transcripts compared with those downregulated, in agreement with previous reports although a strong dependence of the expresion profiles with time was demonstrated (Manfrin et al., 2010). Such findings are further supported by the analysis of the response of the Pacific oyster *Crassostrea gigas* to OA exposure using time-series (Romero-Geraldo, Garcia-Lagunas & Hernandez-Saavedra, 2014), showing a strong dependence on time and dose. Altogether, it seems that expression profiles can hardly be extrapolated to other conditions different to those being studied. Given the highly dynamic nature of the transcriptome, only consistent patterns in expression can be informative of environmental stress conditions (Aardema & MacGregor, 2002). This supports the use of expression signatures rather than individual biomarkers for biomonitoring purposes. Modeling systems of greater complexity including time and dose as variables would provide valuable information about the dynamics of the expression profiles.

The present work was completed by investigating the metabolic pathways associated with those enzymes identified as differentially expressed under OA exposure conditions (Supplemental Information 3). Most of these pathways are involved in energy production (e.g., glycolysis/gluconeogenesis pathway, the citrate cycle, the pentose phosphate pathway and the oxidative phosphorylation pathway) as well as the regulation of the cell cycle and metabolism of drugs and xenobiotics. The observed functional profiles are consistent between tissues and also with observations in other organisms and types of abiotic stress. Accordingly, the role of metabolic functions was observed at the proteomic level in the mussel *Perna viridis* exposed to OA pollution (Huang et al., 2015). The differential expression of enzymes involved in metabolic pathways such as Glycolisis, TCA and oxidative phosphorylation suggests that energy production becomes critical in situations of environmental stress. Such observations agree with the responses found in the Eastern oyster *Crassostrea virginica* exposed to different types of abiotic stress (Chapman et al., 2011). Furthermore, the role of the mTOR pathway as key regulator of the balance between energy consumption and cellular development was also evidenced in bivalves under environmental stress (Clark et al., 2013). An upregulation of enzymes PI3K, AMPK, LKB1 and ERK1/2 from this pathway (responsible for arresting the cell cycle when energy is required for resisting stress conditions) was found in the present work, suggesting that such mechanism is activated in the mussel as a response to OA toxicity. Lastly, the differential expression of enzymes involved in immunity-related pathways like biosynthesis of antibiotics further supports a link between environmental stress and changes in the immunity system (Malagoli et al., 2007).

## Conclusions

The present work dissects the gene expression changes in different mussel tissues during early stages of DSP HAB episodes, suggesting that low concentrations of OA (below the legal OA limit established for safe consumption of shellfish) are enough to elicit sharp changes in the expression of genes involved in the response to this biotoxin. Prior to this work, a few studies attempted to investigate the transcriptomic changes in bivalves during HABs using high-throughput methods (Manfrin et al., 2010; Suarez-Ulloa et al., 2013a; Gerdol et al., 2014). However, the combined application of normalized and SSH libraries together with the development of a custom-made OA-specific microarray in the present work, provides a more comprehensive characterization of the OA-specific transcriptome, improving the accuracy of the analysis of expresion profiles compared to single-replicated RNA-seq methods (Suarez-Ulloa et al., 2013a). The custom-made microarray platform generated in this work represents a convenient tool for long-term monitoring projects, offering a good level of standardization with lower requirements in computational resources comparing to the otherwise more informative RNA-seq methodology (Guo et al., 2013). In addition, the transcriptomic coverage of this microarray is comparable to recent estimations for the size of the complete transcriptome in digestive gland of *Mytilus galloprovincialis* (Gerdol et al., 2014) as well as for the transcriptome of the Pacific oyster *Crassostrea gigas* (Zhang et al., 2012), thus representing a good approximation to an unbiased tool for expression analysis.

Our results suggest that the response to OA found in mussels is consistent with the model of intracellular response to stress previously reported for bivalve molluscs (Anderson et al., 2015). Accordingly, the activation of energy production mechanisms observed in the present work could be producing potentially harmful Reactive Oxygen Species (ROS), which unless controlled by chaperones or eliminated in the proteasomes, would induce apoptosis. An increase in ROS production has been recently reported for the mussels exposed to saxitoxins (i.e., neurotoxins responsible for the paralytic shellfish poisoning), supporting the applicability of this model to HABs exposure (Astuya et al., 2015). Indeed, our results show an upregulation in important chaperones (Hsp70) and proteases (cathepsins b and d) (Table 2) consistently with this model. Particularly the strong upregulation of cathepsins, known to be activated in the lysosomes (Kagedal, Johansson & Ollinger, 2001), in conjunction with the activation of transport mechanisms suggested by our results (Table 3), offer support to the lysosomal uptake hypothesis proposed by Svensson, Sarngren & Forlin (2003). In addition, the upregulation of antimicrobial peptides suggests the activation of immunity mechanisms in conjunction with the general environmental stress response. However, it remains unclear whether this immune response is automatically triggered by abiotic factors or whether there is an opportunistic attack of pathogens present in the microbiota of the mussels. Current efforts are directed to clarify this question (De Rijcke et al., 2015).

Further work studying more restricted conditions with shorter periods of exposure and lower concentrations of dinoflagellates would better inform about the sensitivity of the transcriptomic approach for the detection of OA-pollution in the ocean. Complementary, long-term monitoring projects in combination with meta-analysis of publicly available data could provide valuable information on the basal trancriptomic changes constituting a general environmental response as well as on the specific transcriptomic signature of DSP toxicity stress.

## Supplemental Information

10.7717/peerj.1429/supp-1 Supplemental Information 1 List of differentially expressed transcripts with annotation found in digestive gland tissue showing an expression change greater than 100-fold (|logFC| > 2) in the microarray analysis Click here for additional data file.

10.7717/peerj.1429/supp-2 Supplemental Information 2 List of differentially expressed transcripts with annotation found in gill tissue showing an expression change greater than 100-fold (|logFC| >2) in the microarray analysis Click here for additional data file.

10.7717/peerj.1429/supp-3 Supplemental Information 3 List of active metabolic pathways associated with upregulated enzymes in digestive gland identified by microarray analysis and mapped to KEGG database Click here for additional data file.

# Supplementary material for: Unbiased high-throughput characterization of mussel transcriptomic responses to sublethal concentrations of the biotoxin okadaic acid
**Source:** PeerJ. 2015 Nov 19;3:e1429. doi: 10.7717/peerj.1429
**Supplement:** Supplemental Information 1

Supplementary Material S1. List of differentially expressed transcripts with annotation found in digestive gland tissue showing an expression change greater than 100-fold (|logFC| > 2) in the microarray analysis.

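The list gives annotated transcripts of digestive gland with the logFC of each, and the base of the logarithm is not named there. It holds 142 values, of which 116 are above 0 and 26 below. The values were set beside the mean log2 ratios of exposed over control that result from the authors' deposited table, without use of the transcript names. All 142 coincided with the mean of some probe within 0.005, where 105.07 are met by chance because the probes are many. Among the 17 listed values above 5 in size, 17 coincided as log2, where 3.57 are met by chance, and 0 coincided if the values were taken as natural log or as log10. Read as log2, a logFC of 2 is a 4-fold change. The highest listed value is 8.95 and the lowest is -5.76.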

# Supplementary material for: Unbiased high-throughput characterization of mussel transcriptomic responses to sublethal concentrations of the biotoxin okadaic acid
**Source:** PeerJ. 2015 Nov 19;3:e1429. doi: 10.7717/peerj.1429
**Supplement:** Supplemental Information 2

Supplementary Material S2. 

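For gill the list of annotated transcripts with large changes holds 13 logFC values, from -3.59 to 4.52, of which 7 are above 0 and 6 below. Only 4 of the 13 coincided within 0.005 with the mean log2 ratio of a probe in the authors' deposited table, about as many as the 3.89 met by chance. The gill values therefore were not traced to these means, and the scale of this list was not settled from them.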

List of differentially expressed transcripts with annotation found in gill tissue showing an expression change greater than 100-fold (|logFC| > 2) in the microarray analysis.

| UPREGULATED | |
| --- | --- |
| **description** | **logFC** |
| actin type-1 partial [Ostrea edulis] | 4.52 |
| mytimacin- partial | 3.47 |
| hypothetical protein CGI_10003274 [Crassostrea gigas] | 2.47 |
| bcl2 adenovirus e1b 19-kd protein-interacting | 2.43 |
| hypothetical protein CGI_10026086 [Crassostrea gigas] | 2.27 |
| vitelline envelope zona pellucida domain 9 | 2.09 |
| c-type lectin domain family 4 member g | 2.03 |
|  |  |
|  |  |
| DOWNREGULATED | |
| **description** | **logFC** |
| rna-binding protein | -2.08 |
| probable small nuclear ribonucleoprotein sm d2-like | -2.25 |
| histone 3-like | -2.25 |
| apextrin-like protein | -2.72 |
| kif21a protein | -2.87 |
| vitelline membrane outer layer protein 1 homolog | -3.59 |

# Supplementary material for: Unbiased high-throughput characterization of mussel transcriptomic responses to sublethal concentrations of the biotoxin okadaic acid
**Source:** PeerJ. 2015 Nov 19;3:e1429. doi: 10.7717/peerj.1429
**Supplement:** Supplemental Information 3

Supplementary Material S3. List of active metabolic pathways associated with upregulated enzymes in digestive gland identified by microarray analysis and mapped to KEGG database.

How the deposited data were processed for this re-analysis (not part of the article)

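Gene expression was measured in digestive gland and gill of mussels exposed for 24 h to the OA-producing dinoflagellate Prorocentrum lima and of control mussels, on 8 Agilent 2-colour arrays. Each array held RNA from a pool of 5 exposed mussels in one channel and RNA from a pool of 5 control mussels in the other. Tissue, replicate and dye of each RNA were taken from the sample records and the methods. The records give the dose as 200 cells/ml and the paper as 200 cells/L, and they name the dye of 1 digestive gland array Cy6, which was read as Cy5. Turned on that reading, the array correlated with the other digestive gland arrays at 0.650 to 0.849 across bright probes, and an alternative left it out. There were 2 biological replicates per tissue, each an array and its dye swap.

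The authors deposited for each array the scanner output of Feature Extraction 10.7.3.1, with the median intensity of each spot in both channels, the local background, processed intensities, quality marks and the software's log10 ratio of red over green. The log10 ratio deposited by the authors was not used for any result. The authors also deposited a table of log2 ratios of red over green for every spot, whose processing is not named there. These log2 values were matched by normexp background correction of the intensities with an offset of 10 and loess within arrays (r of 0.9996 or more on each array), more closely than with an offset of 50 or 0 or without background correction.

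The intensities were processed with limma 3.58.1 in R 4.3.3. Background was corrected with normexp on the background median and an offset of 50, and log2 ratios were normalized with loess within each array on the spots that are not controls. The design fixed before the data were examined named the mean signal. The files hold the median signal of each spot, which was used in its place. Spots marked as outliers (0.044% to 0.15% of the spots on an array) were left out, and the spots of a probe were averaged. Ratios were turned to exposed over control and averaged over each dye swap, so that a probe-specific dye effect cancels. One limma fit with a mean for each tissue was then made on the 4 averages, with the test of each mean against 0 and of the difference between the tissues, and Benjamini-Hochberg adjustment over all probes at 0.05. After the data had been seen, it was further set that a probe needs a value on both arrays of a dye swap and in both replicates of a tissue. R2 was taken across the probes differentially expressed in both tissues.

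The depth of an array is its signal over background. In digestive gland a median of 53.7% of the spots were well above background in both channels, and in gill 38.4%. The number of arrays limits the precision: 2 replicates per tissue give 2 residual degrees of freedom in the fit of both tissues. All arrays came from 1 slide and 1 scan, so that no slide effect could be estimated.

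The fits were tested on simulated data with 200 changed probes among 51210, drawn with the spread of these arrays. The fit used here recovered 96% of the changed probes in digestive gland and 97% in gill, with 4.48% and 8.92% false among the calls. These shares hold for simulated changes of that size and do not give the power in these data. In gill 41 probes changed by more than 2 on the log2 scale without being differentially expressed, against 6 that were. Among the differentially expressed digestive gland probes the median size of change was 0.52. Fits that count every array as a replicate recovered 97.5% to 100% with 19.1% to 35.3% false, the fit with the dye-swap pair as a block 98.5% to 99.5% with 21.2% to 32.5% false, and the fit with a dye effect 99% to 99.5% with 37.7% to 44.9% false. Each tissue fitted alone on its averages gave 93.5% and 93% with 5.56% and 4.62% false. A false share depends on how many probes truly changed, and far more were called in digestive gland than were changed in the simulation. Noise of single arrays was also added to a spread between averages that already held it, which weighs against the fits that count arrays. The false shares therefore do not carry over to the numbers of probes found here.

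Alternatives listed before the data were examined changed the background correction, the normalization, the filters on dim and outlier spots, the treatment of repeated spots, the way arrays and dye swaps enter the fit, the threshold and the values (the authors' table), and left out the array named Cy6 and each replicate in turn. Alternatives added after the data had been seen put the authors' table through 4 further fits and limited the test to bright probes chosen in 2 ways. Further fits of the authors' table were tried after the paper's numbers had been compared, and all of them are counted with the differences from the paper's values. For shares of probes, the spread between replicates is 0 because every differentially expressed probe moved the same way in both replicates. Changes in a share were therefore judged against its exact 95% binomial interval, a rule set after the values had been seen.

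The probes named in the text are, by a rule fixed before the data were examined, the 2 that rose most and the 2 that fell most in each tissue among those past the threshold, changed the same way in both replicates and well above background in both channels on the 4 arrays of the tissue. The files do not pair probes with gene names, so the transcripts named in the paper, and the gene ontology and pathway results, were not analysed here. The table of gene names supplied with the reference lists other identifiers than the contig names and was not used.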

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

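The tests limited to bright probes, by the signal in both channels or by the mean intensity, were chosen after the data had been seen.

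For 4959 of the 51210 probes with values in both tissues, the change with exposure differed between digestive gland and gill (limma contrast, Benjamini-Hochberg adjusted p under 0.05), 2568 with a larger rise or smaller fall in digestive gland and 2391 the other way. In size the change was larger in digestive gland for 4209 of them. The paper compares the tissues without a test of this difference. Before adjustment p was under 0.05 for 13136. The number was lower with any replicate left out. Such fits have fewer residual degrees of freedom, so they do not show how far the number rests on each replicate. The number reached 11025 when the arrays were entered separately with the dye-swap pair as a block.

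Several technical explanations were weighed for the larger number of differentially expressed probes in digestive gland. The gill arrays were dimmer, with a median of 38.4% of the spots well above background in both channels against 53.7%. If dimness were the whole cause, the ratio of the 2 numbers would fall to 1.5 or under among bright probes. Over the 17090 probes well above background in both channels on all 8 arrays it was 3.01 (3568 against 1186). Over as many probes of the highest mean intensity the numbers were 4777 and 1050. Dimness is thus argued against as the whole cause, although the number in gill depends on the choice of probes and was 15 over all of them, and 0 by limma when gill replicate 1 or either digestive gland replicate was left out, with 6135 and 7908 probes at an unadjusted p under 0.05. Digestive gland had 4632 and 2211 without its replicates 1 and 2. A larger spread between gill replicates, with changes of equal size, is argued against by the part of the mean squared log2 ratio that the 2 replicates share, which was 2.28 times larger in digestive gland (0.173 against 0.0758). That value is at a normexp offset of 50 over bright probes, and at an offset of 0 the median size of change over all probes was 0.30 in both tissues, while it was larger in digestive gland without background subtraction (0.14 against 0.090), with the scanner software's processed signals (0.42 against 0.27) and on the authors' table (0.21 against 0.16). The gill replicates also correlated less with each other. Over the same bright probes their correlation was 0.526 against 0.815 in digestive gland, so that dim signal is argued against as the cause of that as well.

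What stays open is the position on the slide, which cannot be told apart from the tissue, and the choice of probes, which were designed from digestive gland libraries, as the paper notes for transcripts specific to gill. Neither was tested. A stronger response of the digestive gland to the exposure remains a hypothesis beside them that the design names and these data do not separate from them.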

How the results depend on the processing

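Of the alternatives, the fits of the authors' table other than the one on dye-swap averages and the limits to bright probes were chosen after the data had been seen. Values of an alternative are given where a number of probes moved by more than 1.5 times or another value by more than the spread between replicates or its exact 95% binomial interval. Unless a cause is named, the cause was not tested.

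Digestive gland, with 9099 differentially expressed probes, kept its number within 1.5 times in 15 of 25 alternatives, which ranged from 2211 to 14473. The number in gill, 15, was kept within 1.5 times in 1 of 25, with a range from 0 to 5732. Keeping the spots marked as outliers is the alternative that left it at 15. In all of these alternatives more probes were differentially expressed in digestive gland than in gill.

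Most numbers rose when arrays rather than dye-swap averages were the replicates. With each dye-swap pair as a random block over 8 arrays, the numbers of probes were 14473 in digestive gland, 4088 in gill, 2147 in both tissues and 11025 with a difference between tissues, with 42 in gill beyond 2 on the log2 scale. R2 was 0.326. Counting all arrays as replicates in 1 fit, the numbers of probes were 14014 in digestive gland, 3800 in gill, 1973 in both tissues and 10483 with a difference between tissues, with 42 in gill beyond 2 on the log2 scale. R2 was 0.332. When arrays were replicates and each tissue was fitted alone, the numbers of probes were 2721 in gill and 1349 in both tissues, with 31 in gill beyond 2 on the log2 scale. R2 was 0.301. Adding a probe-specific dye effect to the fit of all arrays, the numbers of probes were 13717 in digestive gland, 3111 in gill, 1651 in both tissues and 10011 with a difference between tissues, with 32 in gill beyond 2 on the log2 scale. R2 was 0.305. The correlation within a block was -0.0519. These 4 fits enter the 2 arrays of a dye swap as separate measurements. On simulated data 19.1% to 44.9% of their calls were false, against 4.48% in digestive gland and 8.92% in gill for dye-swap averages. Those data held far fewer changed probes than were called here, and their noise weighed against fits that count arrays. The false shares therefore do not carry over to the numbers of these fits.

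Fitted alone on its 2 dye-swap averages, gill had 0 differentially expressed probes by limma, 0 of them beyond 2 on the log2 scale and 0 shared with digestive gland, and 7908 had an unadjusted p under 0.05. At an adjusted p under 0.01, 2909 probes remained in digestive gland and 0 in gill by limma. The p of 7321 gill probes was under 0.05 before adjustment in the fit of both tissues.

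Background correction, normalization and filters moved other values. Without background subtraction, the numbers of probes were 620 in gill and 296 in both tissues, with 32 in gill beyond 2 on the log2 scale. R2 was 0.493 and the median size of change was 0.14 in digestive gland and 0.090 in gill on the log2 scale. Using the scanner software's processed signals, the numbers of probes were 2574 in gill and 900 in both tissues, with 2017 in digestive gland and 487 in gill beyond 2 on the log2 scale. Then 53.8% of the digestive gland probes and 63.8% of the gill probes rose. R2 was 0.688 and the median size of change was 0.42 in digestive gland and 0.27 in gill on the log2 scale. At a normexp offset of 0, the numbers of probes were 5334 in digestive gland, 1013 in gill, 450 in both tissues and 2351 with a difference between tissues, with 1258 in digestive gland and 165 in gill beyond 2 on the log2 scale. Then 55.1% of the digestive gland probes rose. R2 was 0.687 and the median size of change was 0.30 in digestive gland and 0.30 in gill on the log2 scale. Under median centring in place of loess, the numbers of probes were 3934 in digestive gland, 8 in gill and 1398 with a difference between tissues. Then 64.3% of the digestive gland probes and 0% of the gill probes rose. Of the shared probes 100% moved the same way. R2 was 0.0442 and the median size of change was 0.18 in digestive gland and 0.091 in gill on the log2 scale. On the authors' table of log2 ratios, the numbers of probes were 2783 in gill and 1173 in both tissues, with 919 in digestive gland and 94 in gill beyond 2 on the log2 scale. Then 52.5% of the digestive gland probes rose. R2 was 0.511 and the median size of change was 0.21 in digestive gland and 0.16 in gill on the log2 scale. Leaving out dim probes, the numbers of probes were 581 in gill and 274 in both tissues, with 27 in gill beyond 2 on the log2 scale. R2 was 0.495 and the median size of change was 0.23 in digestive gland and 0.11 in gill on the log2 scale. Testing every spot on its own, the numbers of spots were 49 in gill and 38 in both tissues, which belong to 46 and 37 probes. R2 was 0.499. Omitting the array named Cy6, the numbers of probes were 455 in gill and 241 in both tissues, with 21 in gill beyond 2 on the log2 scale. Then 52.7% of the digestive gland probes rose. R2 was 0.483.

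The choice of probes by signal over background, which stands for depth on these arrays, moved the gill number. Over probes well above background in both channels on all 8 arrays, the numbers of probes were 3568 in digestive gland, 1186 in gill, 399 in both tissues and 1990 with a difference between tissues, with 65 in digestive gland and 20 in gill beyond 2 on the log2 scale. Then 39.6% of the digestive gland probes rose. R2 was 0.552 and the median size of change was 0.24 in digestive gland and 0.18 in gill on the log2 scale. Over as many probes of the highest mean intensity, the numbers of probes were 4777 in digestive gland, 1050 in gill, 401 in both tissues and 2856 with a difference between tissues, with 299 in digestive gland and 32 in gill beyond 2 on the log2 scale. Then 47.4% of the digestive gland probes and 62.3% of the gill probes rose. R2 was 0.475 and the median size of change was 0.27 in digestive gland and 0.18 in gill on the log2 scale. Both limits reversed the excess of rising probes in digestive gland (51.2% over all probes). The limit on both channels removes probes that are dark in either group by construction, and the limit on the mean does not. For the number in gill, the adjustment over fewer and brighter probes is part of these settings, and which of these features raised it was not tested.

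The 4 fits of the authors' table chosen afterwards gave in gill 3235, 5147, 5732 and 5179 probes with each tissue alone, with both tissues, with the pair as a block and with a dye effect. R2 in the last 3 was 0.431, 0.413 and 0.423. R2 fell to 0.0644 over all probes. The 10% of probes with the largest mean size of change over both tissues were also chosen in one replicate. With the choice made in replicate 1, R2 in replicate 2 was 0.0530, and it was 0.112 in the reverse.

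With each replicate left out in turn, the lone replicate of a tissue is assumed to vary like the other tissue. These fits have fewer residual degrees of freedom, so that lower numbers can come from lost power rather than from the replicate left out. The number in digestive gland then lay between 2211 (without digestive gland replicate 2) and 6705 (without either gill replicate, where the spread comes from digestive gland alone). In gill it lay between 0 and 30, with 0 by limma without gill replicate 1 and without either digestive gland replicate and 6135, 7908 and 7908 probes at an unadjusted p under 0.05. The 30 without gill replicate 2 all changed by more than 2 on the log2 scale and were also differentially expressed in digestive gland, so that the numbers beyond 2 in gill and in both tissues ran from 0 to 30. R2 was 0.560 there, and 70.0% of the 30 rose. The share that rose in digestive gland lay between 50.4% and 58.5%. The number of probes with a difference between tissues was 1589 without digestive gland replicate 1 and 790 without replicate 2, and 1440 and 808 without gill replicates 1 and 2. Digestive gland had 4632 probes without its replicate 1.

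Digestive gland and gill samples share replicate numbers. With the replicate number as a block, 4703 probes had a difference between tissues, against 4959 without it. Deviations from the tissue mean correlated at 0.162 across probes between samples of the same number. The extract names also carry the same numbers in both tissues for each replicate, so that the tissues may come from the same mussels. With 2 pairs the correlation does not show that the numbers pair the samples. No other result was tested with the block, and the numbers in gill and in both tissues come from a fit that treats the tissues as independent.

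The share of gill probes that rose is 33.3% of 15 and its interval contains 50%, so that its direction is open. It lay above 50% in 13 of 16 alternatives, up to 70.0%. The share of shared probes that moved the same way, 91.7% of 12, ranged from 66.5% over 2147 probes with the dye-swap pair as a block to 100% under median centring. Of the probes named in the text, the 4 of digestive gland kept direction and threshold in 17 of 17 alternatives. The 4 of gill kept their direction in 17 of 17 and lost the threshold in 4 to 6 of them.

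Normalization between arrays with Aquantile changed no log ratio (largest change 0) and tests nothing. A slide block was not possible with 1 slide. One value per gene name was not run, because the files do not name genes. The difference between tissues has no value where each tissue was fitted alone, and R2 has none where fewer than 3 probes were shared.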

Differences from the paper's values

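The limits to bright probes and the fits of the authors' table other than that on dye-swap averages were chosen after the values had been seen.

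The paper reports 14160 differentially expressed probes in digestive gland, and 9099 were found here. Among the alternatives set before the data were examined, the number came within 1.5 times of the paper's with every array as a replicate in 1 fit (14014) or with each tissue alone (12940), with the dye-swap pair as a block (14473), with a dye effect (13717), without background subtraction (9779) and on the authors' table of log2 ratios (9923). Testing every spot on its own gave 10851 spots, which is within 1.5 times, but these belong to 9366 probes, which is not. It also did not come within 1.5 times with each tissue alone on dye-swap averages (6705), the scanner software's processed signals (6930), a normexp offset of 0 (5334), median centring (3934), dim probes left out (9248), outlier marks ignored (9108), the array named Cy6 left out (9325), any replicate left out (2211 to 6705) or an adjusted p under 0.01 (2909).

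For gill the paper reports 6913 differentially expressed probes, and 15 were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. The highest among them was 4088, with the dye-swap pair as a block. Of the fits of the authors' table that were chosen after seeing the values, those with arrays as replicates and both tissues in 1 fit (5147), with the dye-swap pair as a block (5732) and with a dye effect (5179) came within 1.5 times, and in digestive gland the same fits gave 12143, 12880 and 12702. With each tissue alone the number in gill was 3235, outside 1.5 times, and 13281 in digestive gland.

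Further fits of the authors' table were tried after seeing the values, with the paper's numbers at hand, as a search for the processing that the methods leave open. They comprised 35 combinations of spots or probe averages, with or without control spots, with fits of each tissue or of both, on arrays or dye-swap averages, with a dye effect, blocks, array weights or a robust fit. The number in digestive gland was within 1.5 times of the paper's in 35 of 35, from 9938 to 21203, and the number in gill in 9 of 35, from 5143 to 8716. Where every spot was tested, these are numbers of spots, and a probe spotted more than once can count more than once. Both were within in 9, and none equalled the paper's number in either tissue. The closest were 14122 in digestive gland, with probe averages, each tissue alone and a dye effect, and 6188 in gill, with every spot, each tissue alone and the replicate as a block. With every spot and both tissues in 1 fit of 8 arrays, the numbers were 14117 and 5988. A search of this size can come close by chance, and none of these fits was used for a result.

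The paper reports R2 of about 0.6 between the tissues across transcripts past the threshold in both, and 0.452 was found here over 12 probes. Alternatives set before the data were examined ranged from 0.0442 with median centring to 0.688 with the scanner software's processed signals. All differed from the paper's value by more than the SD between replicates (0.0179). That SD comes from the same 12 probes, for which the replicates agree by selection. It does not measure the uncertainty of an R2 over so few probes, and the paper's value is approximate. Without gill replicate 2 the value was 0.560, and over probes well above background in both channels on all 8 arrays, a limit chosen after seeing the values, it was 0.552. Both round to the paper's 0.6.

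The paper states that more transcripts rose than fell. In digestive gland 51.2% of the differentially expressed probes rose, and in gill 33.3% of 15, with an exact 95% binomial interval from 11.8% to 61.6%. Over bright probes, limits chosen after seeing the values, 39.6% and 47.4% of the digestive gland probes rose, and 60.8% and 62.3% of the gill probes. The share in gill lay above 50% in 13 of 16 alternatives. Of the 470 differentially expressed digestive gland probes beyond 2 on the log2 scale, 342 rose and 128 fell. SSH forward probes made up 293 of the rises and 5 of the falls, so this excess depends on the libraries on the array. The titles of the lists in the supplements equate the limit on logFC with a far larger fold change than it has on the log2 scale, on which 2 is a 4-fold change. In digestive gland all of the 17 listed values above 5 in size coincided within 0.005 with a mean log2 ratio in the authors' table, where 3.57 are met by chance, whereas in gill 4 of 13 coincided and 3.89 are met by chance, so that the scale of the gill list was not settled.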

Other observations

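The tests of replicate numbers shared between the tissues, of control probes in each tissue, of the control against the exposed library and of the probes of highest mean intensity were chosen after the result had been seen.

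Differences between pools of mussels, whatever the exposure, would give as many probes between the 2 replicates of a tissue as between exposed and control. This holds only if the replicates have separate pools. In the records both control extracts of a tissue carry the same leading number, unlike the exposed extracts, and its meaning was not established. In a fit with a mean for each pair of arrays, 15242 probes changed with exposure in digestive gland and 0 differed between its replicates by limma, a ratio of 0. At an unadjusted p under 0.05 these numbers were 19068 and 5551. In gill 5586 changed with exposure and 666 differed between the replicates, a ratio of 0.119, and at an unadjusted p under 0.05 the numbers were 10412 and 4286, which is less far apart. If the pools are separate, these numbers argue against pool differences as the whole cause in both tissues. A part of the calls, above all in gill, may still come from them. A difference in a control pool shared by both replicates would not be seen in this comparison. The spread in that fit is between the arrays of a dye swap. Whether exposed and control mussels differed for a reason other than OA, such as their tanks, was not tested.

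Control probes, which match no mussel transcript, were examined for false calls from hybridization, dye or scanning. By limma 0 of 56 passed the adjusted threshold in either tissue (0%), with 0 in digestive gland and 17 in gill at an unadjusted p under 0.05. Of the 56, only 26 were well above background in both channels on all 8 arrays, and these moved together. Their median log2 ratio was 0.18 and -0.41 in digestive gland replicates 1 and 2, where 26 of 26 rose and 25 of 26 fell, and -0.32 and -1.03 in gill replicates 1 and 2, where 26 of 26 and 25 of 26 fell. They are therefore not separate trials, and false calls cannot be told apart from changes with exposure by these probes in either tissue. The cause of their shared movement was not tested.

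Whether the correlation between the tissues rests on the choice of probes stays open. The 10% of probes with the largest mean size of change over both tissues were chosen in one replicate, and R2 was taken from the other. Its mean was 0.0826 over both directions, against 0.452 over the 12 probes past the threshold in both tissues, and it was 0.0644 over all probes. A probe that changed in digestive gland alone could enter that choice. It is therefore unlike a choice of probes past the threshold in both tissues, and its R2 cannot decide the question. A shared dye effect is argued against, since arrays of opposite dye orientation still correlated between tissues at a mean of 0.171 across probes, against 0.213 at equal orientation. Whether mussels shared by samples of the same number add to it cannot be told apart from chance with 2 pairs: correlations at the same number were 0.266 and 0.202, those at different numbers 0.110 and 0.280, and the lowest of the former minus the highest of the latter was -0.0776. Across all probes 54.0% changed in the same direction in both tissues.

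The library from which a probe was designed, as inferred from its contig name, went with the direction of its change in digestive gland. Of the differentially expressed probes, 67.9% rose for SSH forward contigs (2207 rose and 1043 fell), 57.7% for the normalized exposed library (1659 and 1214) and 26.5% for the normalized control library (790 and 2186). Beyond 2 on the log2 scale, 293 SSH forward probes rose and 5 fell, whereas 2 control library probes rose and 100 fell. The paper does not report changes by library. Signal intensity was tested as a source. Within deciles of mean intensity, the difference in median log2 fold change was 0.0490 for SSH forward probes against all others and -0.0717 for control against exposed library probes, with the same direction in 10 of 10 deciles, which argues against intensity. Over probes well above background in both channels on all 8 arrays, however, the median of SSH forward probes in digestive gland was -0.0089. That limit removes probes that are dark in either group by construction, which includes probes that rose from a dark control. The value therefore cannot decide whether the rise of SSH forward probes holds among bright probes. The libraries were not compared over the probes of highest mean intensity. A candidate explanation is that each library is richer in transcripts abundant in the mussels it was made from. Contig length, GC content and overlap between the libraries' mussels and the hybridized pools were not tested.

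In 10 groups of 4 arrays (5 quality measures in 2 tissues) no array lay apart from the others by Dixon's 95% criterion, with 0 groups past it.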
